# Distinct Evolutionary Profiles and Functions of microRNA156 and microRNA529 in Land Plants

**DOI:** 10.3390/ijms222011100

**Published:** 2021-10-14

**Authors:** Qi Xie, Xufeng Wang, Juan He, Ting Lan, Jiayu Zheng, Yupeng Li, Jinkang Pan, Ling Lin, Junyi Zhao, Jing Li, Yu Yu, Beixin Mo, Xuemei Chen, Lei Gao, Lin Liu

**Keywords:** miR156, miR529, *SQUAMOSA promoter binding protein-like* genes, evolution, land plants

## Abstract

MicroRNA156 (miR156) and miR529 have high sequence similarity and recognize overlapping sites in the same target genes, *SQUAMOSA promoter binding protein-like* (*SPL* or *SBP* box) genes, making it difficult to accurately distinguish their roles in regulatory networks that affect numerous biological functions. Here, we collected data about miR156 and miR529 family members from representative land plants and performed sequence comparisons, phylogenetic analysis, small RNA sequencing, and parallel analysis of RNA ends (PARE) analysis to dissect their evolutionary and functional differences. Although miR156 and miR529 are highly similar, there are differences in their mismatch-sensitive regions, which are essential for target recognition. In land plants, miR156 precursors are conserved mainly within the hairpin region, whereas miR529 precursors are conserved outside the hairpin region, including both the 5’ and 3’ arms. Phylogenetic analysis showed that *MIR156* and *MIR529* evolved independently, through divergent evolutionary patterns. The two genes also exhibit different expression patterns, with *MIR529* preferentially expressed in reproductive tissues and *MIR156* in other tissues. PARE analysis revealed that miR156 and miR529 possess specific targets in addition to common targets in maize, pointing to functional differences between them. Based on our findings, we developed a method for the rapid identification of miR529 and miR156 family members and uncovered the evolutionary divergence of these families, providing insights into their different regulatory roles in plant growth and development.

## 1. Introduction

MicroRNAs (miRNAs) are 21–24 nucleotide (nt) long noncoding RNAs that regulate many physiological and developmental processes in plants and animals [1]. In the past two decades, extensive studies have uncovered the evolution, metabolism, and functions of miRNAs [2,3]. In plants, each miRNA gene is transcribed by RNA polymerase II, thereby producing a pri-miRNA, which is then cleaved by dicer-like 1 (DCL1) and its accessory proteins serrate (SE) and hyponastic leaves (HYL1) [4]. This process leads to the formation of pre-miRNA followed by the release of the miRNA-5p/miRNA-3p duplex [4,5]. The miRNA strand is selectively loaded into an argonaute (AGO) protein (generally AGO1) to form an RNA-induced silencing complex (RISC), which targets specific mRNAs for cleavage or translational repression [4,5,6].

Plant miRNAs recognize nearly complementary sequences that are generally located within the coding sequences of their targets [7]. Thus, when predicting miRNA targets, the following factors should be considered: the degree of miRNA-target complementarity, the conservation of target genes in closely related species, miRNA and target gene expression profiles, the secondary structures of the target sites, and mRNA-binding energies [7,8]. The mismatch-sensitive (MS) region of a plant miRNA is located at nucleotides 2–13 from the 5’ end. This region is essential for miRNA activity, as it undergoes complementary pairing with its target [7,9,10]. The MS region is the most important region to consider when classifying plant miRNAs into gene families [7,10]. The variation in miRNA targets is also important in investigating similar miRNA families, such as the miR159 and miR319 families [11,12].

The sequences of miR156 and miR529 family members are highly similar, and both target *SQUAMOSA promoter binding protein-like* (*SPL* or *SBP* box) genes, which encode transcription factors that share a common SBP domain [13,14]. Many studies have focused on the functions of the highly conserved miR156 family, whereas there have been relatively few studies of miR529 [15,16,17,18]. miR156-*SPL* is a broadly investigated regulatory module in plants. By regulating *SPL* expression, miR156 is involved in regulating many biological processes, including flowering time, branching/tillering, and environmental stress responses [14,15,16,19,20]. Considering the high degree of sequence similarity between miR529 and miR156, it would be interesting to determine whether miR529 functions independently, redundantly, or synergistically with respect to miR156.

miR156 is preferentially expressed in rice seedlings, whereas miR529 is mainly expressed in panicles, and both miRNAs confer complex spatiotemporal regulation of their target gene *ideal plant architecture1* (*IPA1*), which has pleiotropic effects on rice plant architecture [21]. A study exploring the evolutionary different of *SPL* genes targeted by miR156 and miR529 in three plant species (moss (*Physcomitrella patens*), rice (*Oryza sativa*), and maize (*Zea mays*)) revealed that miR529 targets comprise a subset of miR156 targets and that the targets regulated by miR156 alone and by both miR156 and miR529 are under different levels of selection pressure [22]. A few studies have sought to dissect the differences between the two miRNA families. miR529 precursors, and especially mature miR529 sequences, evolve more rapidly than miR156 precursors, and *MIR529* genes have a higher average loss rate than *MIR156* genes after identical duplication events [23]. Interestingly, miR529 can be detected in bryophyta and monocots [24,25,26,27] but is absent in intermediate species (some lycophytes and coniferophyte) and eudicots [26,27]. Interestingly, despite the loss of miR529s, some specific eudicot *SPL* family genes have retained miR529 target sites [28]. Transgenic *Arabidopsis thaliana* plants overexpressing a miR529 precursor from a monocot that naturally lacks miR529 displayed phenotypes similar to that of an *spl* mutant, indicating that the retained target sites of miR529 were still functional [28]. However, no method is currently available to effectively distinguish certain *MIR529* and *MIR156* genes.

Some annotated pre-miR156s (such as maize Zma-miR156j) also contain a 21-nt sequence that can be annotated as miR529 in the stem region just behind the mature miR156 sequence. Perhaps these annotated pre-miR156s can also generate miR529 by alternative processing. In some cases, different miRNA family members are indeed formed by alternative processing, such as the rice miR444 family members miR444a.1 and miR444a.2 [29] and *A. thaliana* miR161 family members miR161.1 and miR161.2 [30]. Some ancient and highly conserved *MIRNAs* were also found to undergo alternative processing, such as *MIR319C* in melon (*Cucumis melo* L.) [31]. Small RNA sequencing data showed that miR319c precursor could not only generate miR319c but also produce an alternative #miR319c with very different sequences under cold stress [31]. It is important to determine whether the annotated pre-miR156s that include miR529 sequences can generate miR529s. Significant numbers of divergent and convergent gene pairs have been found in many plant species [32] and whether miR156 and miR529 underwent divergent or convergent processes remains elusive. The relationship between miR156 and miR529 required further investigation to better understand their functions in plants.

In the present study, we developed a rapid method to distinguish *MIR529* from *MIR156* based on their sequence features. We also predicted miR156 and miR529 family members from 50 land plants for which genome sequences were available to investigate their evolutionary relationship. *MIR156* is phylogenetically distant from *MIR529*, and they exhibit different expression patterns and possess specific target genes in addition to common ones. This study illustrates the evolutionary differences between miR156 and miR529 and provides insights into their regulatory roles in plants from an evolutionary perspective.

## 2. Results

### 2.1. Sequence Comparison Reveals Differences in the Mismatch-Sensitive (MS) Regions of miR156 and miR529

To explore the relationship between miR529 and miR156, we downloaded their precursor and mature sequences from miRbase 22 [33] and selected those supported by small RNA sequencing (sRNA-seq) data from six representative plant species for analysis, including a bryophyte (*P. patens*), a gymnosperm (*Picea abies*), and four angiosperm species (*O. sativa*, *Z. mays*, *B. distachyon*, and *Sorghum bicolor*) [34,35,36,37,38,39,40]. Sequence comparison showed that miR156 and miR529 family members are highly similar, with ~13–16 overlapping nucleotides (Figure 1A, Table S1). For example, Pab-miR529a/b/c share 13 identical nucleotides with Pab-miR156b/c/d/e/f, and Bdi-miR529 and Bdi-miR156a share 16 overlapping nucleotides. Strikingly, the sequences of miR156 family members frequently begin with the four nucleotides UGAC or CGAC at their 5’-ends, representing a characteristic that may distinguish miR156 from miR529 (Figure 1A). More importantly, the last three nucleotides, “GAC”, lie in the MS region, which is critical for the targeting and classification of miRNAs.

Numerous miR156 precursors also contain a 21-nt sequence that can be potentially annotated as miR529. Taking Zma-miR156 as an example, a sequence (shown in the black rectangle) with only a 3-nt difference from Zma-miR529 was found in the Zma-miR156j precursor just behind the mature miR156 sequence (Figure 1B). This observation raises the question of whether the miR529-like sequence can be generated from the annotated miR156 precursor. We searched public sRNA-seq datasets [37,41,42] and did not detect any reads corresponding to a miR529-like sequence, suggesting that the miR529-like sequence in the Zma-miR156 precursor is not actually produced as a miRNA. Similar cases were found for other plant species. Using the miR529 sequence as a query for BLAST analysis against the precursor sequences in miRbase 22, we identified many annotated miR156 precursors containing miR529-like sequences. We retained 22 of these sequences from species with available sRNA-seq data for further analysis. Again, no miR529-like sRNAs were detected (Table S2). In addition to miR529-like sequences in miR156 precursors, we also detected miR156-like sequences in miR529 precursors, including precursors of Aqc-miR529 from columbine (*Aquilegia coerulea*) and Far-miR529 from tall fescue (*Festuca arundinacea*) (Table S2). Since the first four nucleotides of Aqc-miR529 and Far-miR529 are UGAC, a sequence commonly found at the 5’ ends of miR156 family members, it is highly likely that these miRNAs were mistakenly annotated as miR529s in miRbase.

### 2.2. Phylogenetic Analysis Shows That MIR156 and MIR529 Evolved Independently and Exhibit Divergent Evolutionary Patterns

We collected pre-miR529 and pre-miR156 sequences provided by miRbase 22 from the six plant species mentioned above with available genome sequences and sRNA-seq support (Table S3). In *P. abies*, the mature sequences of Pab-miR156i, Pab-miR156p, Pab-miR156u, and Pab-miR156q lie in the 3’ end of the precursor sequence. This pattern differs from that of most mature miR156 sequences, which commonly lie in the 5’ arm, so we omitted these four precursors from further analysis. In most miRNA precursors, the sequences from miRNA-5p to miRNA-3p are highly conserved. Thus, we used this sequence, which we named miRNA-5p/loop/miRNA-3p, for phylogenetic analysis. miR529-5p/loop/miR529-3p and miR156-5p/miR156-3p were divided into two distinct clades with strong bootstrap support (Figure 2A).

The conservation of plant *MIRNAs* extends beyond the miRNA-5p/loop/miRNA-3p region. These conserved regions correspond to structural determinants that are recognized during the biogenesis of plant miRNAs [27]. To evaluate whether *MIR156* and *MIR529* show differences in sequence conservation, we downloaded their corresponding miRNA-5p/loop/miRNA-3p sequences, along with 40 bp adjacent upstream and downstream sequences (40 bp-miR156-5p/loop/miR156-3p-40 bp and 40 bp-miR529-5p/loop/miR529-3p-40 bp), using Phytozome v.12.1 (Table S3) and performed multiple sequence alignment of the six representative plant species with T-Coffee [43,44]. The regions and degrees of conservation between 40 bp-miR529-5p/loop/miR529-3p–40 bp sequences were quite different from those of 40 bp-miR156-5p/loop/miR156-3p-40 bp sequences (Figure 2B,C, and Figure S1). While both were conserved in the miRNA-5p and miRNA-3p regions, *MIR529* and *MIR156* had different additional conserved sequences towards the base and loop, respectively, in the stem-loop precursors, pointing to differences in processing during miR156 and miR529 biogenesis. Approximately 17 nt before miR529-5p were highly conserved (>70%), while approximately 10 nt following miR529-3p were relatively conserved (40–70%). Therefore, the additional conserved sequences of *MIR529* genes are located outside the miR529-5p/loop/miR529-3p region (Figure 2B).

Because there are numerous miR156 family members, we analyzed the sequence conservation of *MIR156* genes in gymnosperm and angiosperm species individually. In *P. abies* (Figure S1A), *O. sativa*, *Z. mays*, *B. distachyon*, and *S. bicolor* (Figure 2C), the additional conserved sequences are located within the miR156-5p/loop/miR156-3p region. We were also interested in the above-mentioned *MIR156s* that contain miR529-like sequences. The miR156-5p/loop/miR156-3p regions of these *MIR156s* were highly conserved, further supporting the notion that they are more likely *MIR156* rather than *MIR529* genes (Figure S1B). The conserved region of a pre-miRNA is associated with the manner in which it is processed [27]. The differences in the conserved regions between *MIR529* and *MIR156* indicate that these pre-miRNAs are processed differently: miR156 might be processed in a loop-to-base direction, while miR529 might be processed in a base-to-loop direction.

### 2.3. The Evolutionary History of miR529 and miR156 in Land Plants

To explore the evolutionary history of miR529 and miR156, we identified predicted *MIR529* and *MIR156* genes from 56 species (50 plant species and 6 algae species) for which genome sequences were available [45,46,47,48]. miR156 or miR529 was considered to exist in a plant species when at least one genomic locus or transcript was detected that could form a proper hairpin structure. In total, we identified miR529s from 30 plant species and miR156s from 48 species and used them to perform phylogenetic analysis (Figure 3, Figure S2, Table S4). miR156 family members were detected in all land plant species except for two species belonging to Marchantiophyta (liverworts; Figure 3, Figure S2, Table S4). We predicted the secondary structures of 20 bp-miRNA-5p/loop/miRNA-3p-20 bp sequences using RNAfold, as shown in Table S4.

miR529 was discovered in broyophytes and is regarded as the earliest-diverging clade of land plants [45,49]. miR529 is also found in ferns, gymnosperms, and angiosperms but was lost in many plants, including some basal plants (e.g., *Spirodela polyrhiza*, which is considered to be a basal monocot) during evolution. Notably, miR529 is almost completely absent in core eudicots, but it still exists in most monocots. miR529 family members were detected in only a few eudicots: *Nelumbo nucifera* (a basal eudicot belonging to Proteales), *Vitis vinifera*, *Ficus carica*, and *Cannabis sativa*. Only three orders of Lycophytes remain on Earth: Lycopodiales, Selaginellales, and Isoetales [48]. Based on our prediction, miR529 is not present in Selaginellaceae (within Selaginellales), while Lycopodiales and Isoetales lack sufficient genome references for assessment. Many ferns contain miR529 [50].

We also tried to predict miR156s in broyophytes and obtained three candidate sequences in liverwort *Marchantia polymorpha*, but these sequences are not capable of forming stem-loop structures (Figure S3), and mature miR156 was not detected from the sRNA-seq data [51,52]. Interestingly, the miR156s could be found in hornwort *Anthoceros angustus* (Table S4), which is considered the most basal plant in recent research [24,25].

### 2.4. A New Method to Distinguish miR529 from miR156 among Diverse Plant Species

Our sequence comparison analysis of the six representative plant species revealed that the sequences of miR156 family members begin with the four nucleotides UGAC or CGAC at their 5’ ends at high frequency. To investigate whether this is a common feature in all miR156 family members, we collected data about predicted and experimentally validated miR156 and miR529 family members from 50 plant species for analysis. No UGAC/CGAC motif was detected at the 5’ ends of miR529s, whereas this motif is highly conserved in miR156s (Figure 4A). Therefore, this feature applies to all miR156 family members and could serve as a reliable marker to distinguish miR156 from miR529. When predicting whether a sequence belongs to the miR156 or miR529 family, analyzing the motif at the 5’ end of the miRNA could help rapidly distinguish miR156 from miR529: if the first four nucleotides of a miRNA are UGAC/CGAC, the sequence would be miR156; in all other cases, the sequence is miR529.

Based on this feature, we concluded that Far-miR529 and Aqc-miR529 are incorrectly annotated in miRbase. Indeed, RNAfold analysis indicated that Far-miR529 does not lie in a stem-loop structure, suggesting that it is not a true miRNA. A UGAC sequence is present at the 5’ end of Aqc-miR529 (Figure S4A), suggesting that it is a miR156. We further compared the Aqc-*MIR529* gene with various *MR156* and *MIR529* genes using T-coffee. Aqc-miR529 is more likely to be a miR156 rather than a miR529, as the internal region between Aqc-miR529-5p and Aqc-miR529-3p is similar to those of pre-miR156s (Figure S4B,C), while the outer region (5’ to Aqc-miR529-5p and 3’ to Aqc-miR529-3p) is very different from those of other miR529s (Figure S4D). In addition, we performed phylogenetic analysis of Aqc-miR529-5p/loop/miR529-3p with miR529-5p/loop/miR529-3p and miR156-5p/loop/miR156-3p from the four representative angiosperm plant species, finding that Aqc-*MIR529* is more similar to *MIR156* than to *MIR529* genes (Figure S4E).

### 2.5. Comparative Analysis of the Expression Patterns of miR156 and miR529 in Land Plants

miR156 functions as a master regulator of the juvenile phase in *A. thaliana* by repressing the expression of *SPL* genes; its expression progressively decreases, while the expression of the *SPL* genes increases, as the plant ages and undergoes the juvenile-to-adult transition [53]. In rice, miR156 and miR529 fine-tune the expression of *SPL* genes, thereby affecting many biological functions at different developmental stages. *SPL* genes are repressed by miR156 at the vegetative stage to regulate branch outgrowth and repressed by miR529 at the reproductive stage to define panicle size and architecture [14].

To examine the functional relationship between miR156 and miR529, we used the model plant maize as an example to study the expression patterns of these miRNAs by analyzing sRNA-seq data [37] from vegetative tissue (seedlings) and reproductive tissue (tassels). miR529 was highly expressed in tassels, while miR156s were mainly expressed during vegetative growth (Figure 4B,C). We then investigated the expression patterns of miR156 and miR529 in four other plant species for which there was sRNA-seq data available, including one moss (*P. patens*) and three monocots (*O. sativa*, *B. distachyon*, and *S. bicolor*). The National Center for Biotechnology Information Gene Expression Omnibus (NCBI GEO) identifiers of the sRNA-seq datasets are listed in Table S5. Similar miR156 and miR529 expression patterns were observed in these plants: miR529s are mainly expressed in reproductive tissues, while miR156s are mainly expressed in vegetative tissues (Figure 4D–K). These results reveal distinct expression patterns between miR529 and miR156, indicating that the two miRNAs underwent functional diversification during evolution.

### 2.6. Common and Specific Target Genes of miR156 and miR529 in Land Plants

We constructed PARE libraries to identify the target genes of miR156 and miR529 in maize in order to compare the regulatory activities of the two miRNA families. 

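PARE (parallel analysis of RNA ends, also called degradome sequencing) captures RNA fragments with a free 5′ phosphate, so the 5′ end of each read marks where a transcript was cut. 1 library was made from the stalk and 1 from the tassel of the maize inbred line B73. The sample labels give the stalk the stage V6 and the tassel the stage R1, whereas the Methods describe stalks of seedlings and the results call the same tissue shoots. The values deposited by the authors are CleaveLand densities, that is, the number of reads whose 5′ end lies at each position of each maize gene sequence. The stalk library holds 33890085 counts at 9858457 positions of 40667 genes. The tassel library holds 22007803 counts at 6691033 positions of 40904 genes, so the stalk library is 1.54 times as deep. Positions with a single read make up 56.6% of the listed positions in stalk and 60.1% in tassel.

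Each position carries a category. Category 0, which the paper requires of a target together with a limit on the E-value, is the only maximum of its gene with more than 1 read, category 1 is a tied maximum, and category 2 lies above the average of the gene. There are 27713 category 0 positions in stalk and 27198 in tassel. The file headers name AGPv4 gene sequences of release 35, while the Methods name Gramene release 53. Whether the 2 numbers belong to the same series was not checked. Positions are counted from 1 at the start of those gene sequences, and genomic coordinates, exons and untranslated regions are not used here. How reads that match several genes were assigned is not given in the sources used here. No transcript sequence was used, so the sites were placed from the counts. The position with the most counts over both libraries was taken as the miR156 site of an SPL gene, and the position 4 nt before it as the miR529 site. With 1 library per tissue there is no replicate check. Fisher's exact tests on the reads compare the 2 libraries and not the tissues, and all intervals are 95% intervals that cover counting error only.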

*SPL* genes are common targets of both miR156 and miR529. Using PARE analysis, we detected a series of *SPL* transcripts cleaved by both miR156 and miR529. 

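Of the 4 SPL genes of Figure 5, all 4 (UB2, TSH4, SBP13 and SBP29) had a category 0 miR156 site in the stalk library. This follows largely from how the site was placed, at the highest position over both libraries, since stalk held most of the counts there. In the tassel library 3 of the 4 did, namely UB2, SBP13 and SBP29. The call in UB2 rests on 6 counts, so that 2 remain with at least 10 counts, while all 4 are found over categories 0 to 2. A category 0 miR529 site was present in 1 of the 4 genes, TSH4, in tassel and in 0 of 4 in stalk. The 0 in stalk was fixed, since a gene has at most 1 category 0 position and it lay at the miR156 site in all 4. UB2 had counts at the miR529 site in both libraries, but only as category 2, and so had TSH4 in stalk. Over categories 0 to 2, the miR529 site is found in 2 genes in each library, UB2 and TSH4. The tassel call in TSH4 rests on 9 counts, and none remains when at least 10 counts are required.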

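In TSH4 (Zm00001d020941), the highest position of the gene was 2889 in stalk and 2885 in tassel, 4 nt apart, and each was the only maximum of its library. In UB2 (Zm00001d031451), the highest position was 2942 in both libraries. Among the 15 positions upstream of the UB2 maximum, the one 4 nt before it was the highest in both libraries, with 13 counts in stalk, where the next highest had 2, and 3 in tassel, where the next highest had 1. The same held in TSH4, with 23 counts 4 nt before the stalk maximum and at most 2 at any other of those upstream positions. SBP13 (Zm00001d006451) and SBP29 (Zm00001d021573) had no such upstream peak, with at most 1 and 4 counts, respectively, at any of these positions in stalk and 0 in tassel.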

The cleavage site of miR529 in the target mRNA is located 4 nt before the cleavage site of miR156. Based on the nucleotide counts at the cleavage site, we generated target plots (T-plots) to illustrate the cleavage status of each target gene (Figure 5 and Figure S5). 

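UB2 and TSH4 encode SPL transcription factors that act in the development of the maize inflorescence. In the stalk library, the miR156 site held far more ends than the miR529 site. UB2 had 729 counts there and 13 at the miR529 site, so that the miR529 share of both sites was 1.75% (95% Clopper-Pearson interval 0.936 to 2.98). TSH4 had 666 and 23, a miR529 share of 3.34% (interval 2.13 to 4.97). In the tassel library both genes had few cleaved ends. UB2 had 6 counts at the miR156 site and 3 at the miR529 site, a miR529 share of 33.3% (interval 7.49 to 70.1). TSH4 had 4 and 9, a miR529 share of 69.2% (interval 38.6 to 90.9).

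The miR529 share was higher in tassel than in stalk for UB2 (Fisher's exact test, two-sided, p = 0.000618) and for TSH4 (p = 1.64e-10 from the same exact test). UB2 had 9 counts over both sites in tassel, under the minimum of 10 set beforehand for counting a gene. Of these, only 3 lay at the miR529 site (Poisson interval 0.619 to 8.77). At that minimum, TSH4 is the 1 gene of 3 tested with a higher miR529 share in tassel. Scaled to the library totals, the miR156 site of UB2 had 21.5 RPM in stalk and 0.273 in tassel, a tassel to stalk ratio of 0.0127 (exact conditional interval 0.00464 to 0.0277). For TSH4 this ratio was 0.00925 (interval 0.00251 to 0.0238). All 5′ ends of these genes were fewer in tassel too, 36 against 2961 counts in UB2 and 69 against 2887 in TSH4. The ratios thus do not separate cleavage at the site from the level of the whole gene. At the miR529 site the ratio was 0.355 for UB2 (interval 0.0650 to 1.29) and 0.603 for TSH4 (interval 0.245 to 1.35). A difference between the libraries in RPM at this site was thus not detectable at this depth. With raw counts, which lower every ratio by the 1.54-fold difference in depth, both intervals lie below 1 (0.0422 to 0.840 and 0.159 to 0.878). Against all 5′ ends of its gene, the miR529 site held a larger share in tassel. In UB2 this was 0.439% in stalk (interval 0.234 to 0.750) and 8.33% in tassel (interval 1.75 to 22.5). In TSH4 it was 0.797% (interval 0.506 to 1.19) and 13.0% (interval 6.14 to 23.3). The tassel shares rest on 3 and 9 counts. In stalk, the counts at the miR156 site of UB2 and TSH4 lie close to each other and to counts of 708 and 680 at positions of 2 further genes. From the T-plots, the paper states that both genes are cleaved by both miRNAs, with frequent cleavage by miR156 in shoots and by miR529 in tassels.

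**Figure D1:**
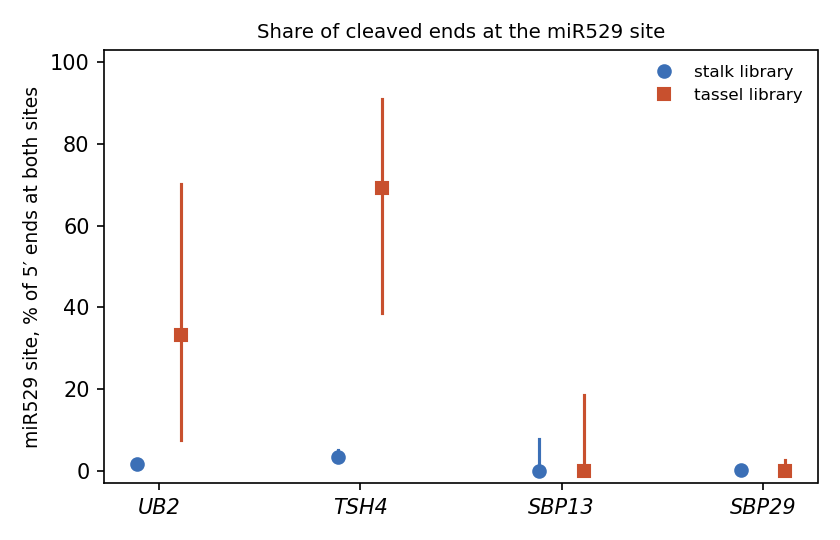
Share of the 5′ ends at the miR529 site among those at the miR529 and miR156 sites (y axis, %) for 4 SPL genes (x axis) in the stalk library (circles) and the tassel library (squares), 1 library each. Lines are 95% Clopper-Pearson intervals, which cover counting error only. The share is 1.75% in stalk and 33.3% in tassel in UB2, 3.34% and 69.2% in TSH4, and is at or near 0 in SBP13 and SBP29.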

The T-plots of two representative *SPL* genes, *UB2* and *TSH4*, indicate that these two genes are cleaved by both miR156 and miR529, with a high frequency of cleavage by miR156 in shoots and by miR529 in tassels (Figure 5A,B), which is consistent with the tissue-specific expression patterns of miR156 and miR529.

In addition to common targets, we identified a few miR156- and miR529-specific targets. 

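SBP13 (Zm00001d006451) and SBP29 (Zm00001d021573) had cleaved ends at the miR156 site in both libraries and almost none 4 nt before it. SBP29 had 1217 counts at the miR156 site, position 1141 of the gene sequence, in stalk and 145 in tassel. Its counts 4 nt upstream were 2 in stalk, a share of 0.164% of both positions (95% Clopper-Pearson interval 0.0199 to 0.591), and 0 in tassel, for which a limit of 3 counts is a share of 2.07% (Clopper-Pearson upper bound 2.51%). SBP13 had 46 counts at the miR156 site, position 1967, in stalk and 18 in tassel. Its counts 4 nt upstream were 0 in both libraries, for which a limit of 3 counts is 6.52% in stalk (upper bound 7.71%) and 16.7% in tassel (upper bound 18.5%). No difference between the libraries in the share 4 nt upstream was detected in either gene (two-sided Fisher's exact test, p = 1 for both). In SBP13, with 0 upstream counts in both libraries, the test could not find one, and in SBP29 it rested on 2 upstream counts. Scaled to the library totals, the miR156 site of SBP29 was lower in tassel, with a tassel to stalk ratio of 0.183 (exact conditional interval 0.153 to 0.218). All 5′ ends of SBP29 were fewer too, 392 against 2877 counts, so this ratio does not separate cleavage from the level of the gene. For SBP13 the ratio was 0.603 (interval 0.329 to 1.06), which does not exclude 1. The interval for raw counts (0.214 to 0.688) does, but raw counts leave in the difference in depth.

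As a stand-in for cleavage efficiency, the miR156 site was set against all 5′ ends of the same gene. Intact transcripts were not measured. The denominator covers the whole gene sequence, which is 3724 nt in UB2 and 3540 in TSH4 but 2053 in SBP13 and 1653 in SBP29. These shares were not corrected for that difference in length. In stalk it held 64.8% of the 5′ ends of SBP13 (interval 52.5 to 75.8, 71 counts) and 42.3% of those of SBP29 (interval 40.5 to 44.1, 2877 counts). In the common targets it held 24.6% in UB2 (interval 23.1 to 26.2, 2961 counts) and 23.1% in TSH4 (interval 21.5 to 24.6, 2887 counts). In tassel the shares were 36.7% in SBP13, 37.0% in SBP29, 16.7% in UB2 and 5.80% in TSH4. The tassel interval of UB2 (6.37 to 32.8, 36 counts) overlaps those of SBP13 and SBP29. With only the 5′ ends within 50 nt of the site as denominator, the stalk shares were 85.2% in SBP13, 84.3% in SBP29, 72.2% in UB2 and 69.7% in TSH4, and the intervals of SBP13 and UB2 overlap. In a window of 3 positions, the tassel shares were 53.1% in SBP13, 41.1% in SBP29, 30.6% in UB2 and 10.1% in TSH4. The order changes when both choices are combined. In stalk, the 3 positions held 938 of the 1010 ends within 50 nt in UB2 and 860 of 955 in TSH4. They held 47 of 54 in SBP13 and 1241 of 1443 in SBP29, so in this combination the common targets lay above. No interval was computed for it. With 2 genes in each class, genes cannot serve as replicates and no test of the classes was made. Whether reads of UB2 and TSH4 also match each other or further genes was not tested.

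**Figure D2:**
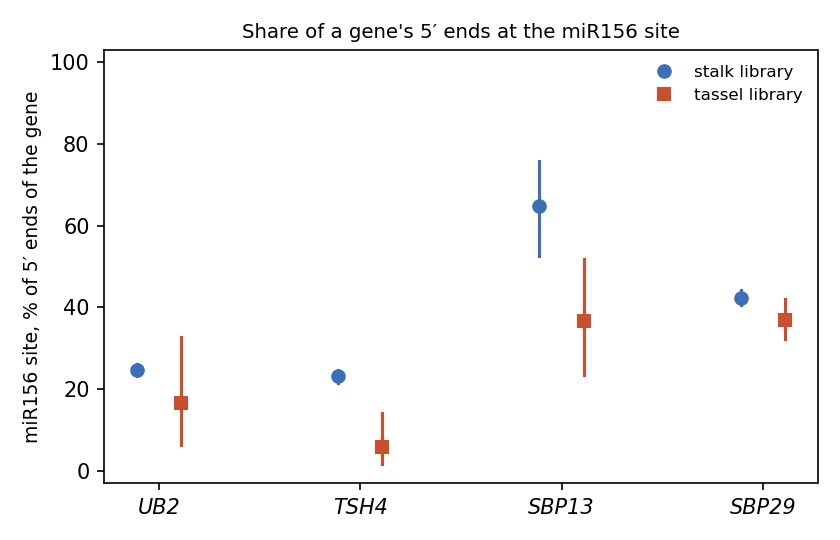
Share of all 5′ ends of a gene that lie at its miR156 site (y axis, %) for UB2 and TSH4, the common targets, and SBP13 and SBP29, the miR156-specific targets (x axis), in the stalk library (circles) and the tassel library (squares), 1 library each. Lines are 95% Clopper-Pearson intervals for counting error. In stalk the shares of 64.8% and 42.3% of the miR156-specific targets lie above those of 24.6% and 23.1% of the common targets. Against the 5′ ends within 50 nt alone the order stays, but the intervals of SBP13 and UB2 overlap. When the site is also widened to a window of 3 positions, the common targets lie above in stalk.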

T-plot analysis showed that two *SPL* genes, *SBP13* (Zm00001d006451) and *SBP29* (Zm00001d021573), are cleaved only by miR156 (Figure 5C,D). miR156 shows a high cleavage efficiency at miR156-specific targets but a low efficiency at common targets. Perhaps a competitive relationship exists between miR156 and miR529 in regulating their common targets. Two miR529-specific target genes, Zm00001d033535 and Zm00001d033537, which belong to the *COX19* family (CHCH domain family) [54], are cleaved by miR529 alone (Figure 5E,F). 

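COX19 proteins belong to a family of small mitochondrial proteins that take part in the assembly of cytochrome c oxidase. In Zm00001d033537 the position that matches the site drawn in Figure 5F is position 92 of the gene sequence, close to its start. It had 108 counts in tassel and 22 in stalk, that is 4.91 and 0.649 RPM. The tassel to stalk ratio was 7.56 (exact conditional interval 4.75 to 12.6). In tassel this was the next highest position of the gene after 121 counts at position 458, and it was category 2 in both libraries. The position 4 nt after it, where a miR156 site would lie, had 5 counts in each library. The share of the miR529 position was 95.6% in tassel (Clopper-Pearson interval 90.0 to 98.5) and 81.5% in stalk (interval 61.9 to 93.7; two-sided Fisher's exact test, p = 0.0235). In Zm00001d033535 the matching position is 155, with 10 counts in tassel and 6 in stalk. The ratio of 2.57 (interval 0.845 to 8.59) does not exclude 1, while with the upper quartile the interval (1.03 to 10.5) does, and summed over 3 positions the ratio is 0.840. The share of this position against the one 4 nt after it was 76.9% in tassel and 60.0% in stalk (p = 0.650 from the same exact test).

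These positions were found after the data were examined, by matching the stalk bars of Figure 5E,F to the stalk library. The best match summed to a difference of 7 counts over 14 bars in Zm00001d033535, where the next best position gave 39. In Zm00001d033537 it was 7 over 5 bars, and the next best position gave 13. The rule set beforehand took the highest position over both libraries, which is 3617 in Zm00001d033535 and 3300 in Zm00001d033537. At those positions the counts were lower in tassel, 22 against 126 and 10 against 287. The miR529 share there did not differ detectably between the libraries (p = 1 and p = 0.595, two-sided Fisher's exact test).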

We looked for orthologs of these miR156- and miR529-specific target genes in other plant species. *OsSPL13* (LOC_Os07g32170) and *BdSBP13* (Bradi1g26720) were identified as miR156 targets in *O. sativa* and *B. distachyon,* respectively (Table S6). *COX19* orthologs were identified in *O. sativa* (Os03g068550) and *B. distachyon* (Bradi1g12230), but no miR529 cleavage site was identified in these genes, suggesting that these genes might not be targeted by miR529 and that *COX19* might be a maize-specific miR529 target.

*SPL* genes in members of the liverwort family are regulated by miR529 but also contain binding sites for miR156 [55]. Although miR156 is not present in *M. polymorpha*, miR156 target sites were detected in the *SPL* genes of this plant. PARE was used to predict miR529 targets in *M. polymorpha* [51], and the results showed that not all miR529 targets were conserved across plant evolution. Many *MYB* family genes are miR529 targets in *M. polymorpha* [51], but these genes are not targets of miR529 in maize or rice (Table S6).

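Table S6 pairs liverwort miR529 targets with 5 maize homologs. For a further MYB/SANT-like target it lists no maize homolog. The homolog with a MYB domain, Zm00001d025664, had 5 counts in stalk and 12 in tassel, each at a position of its own, so no position had more than 1 read and none was category 0. The homeodomain-like homolog Zm00001d037015 had 18 counts in stalk, 8 of them at position 1579, a category 0 position, and 5 counts in tassel at 5 different positions. With 12 and 5 counts in tassel, cleavage of these genes was not detectable at this depth. The other 3 homologs each had a category 0 position in both libraries. The F-box-like homolog Zm00001d040477 had 668 counts in stalk and 18898 in tassel, or 19.7 and 858.7 RPM. Its highest position in stalk, 3501, held 84 counts, or 12.6% of the 5′ ends of the gene (Clopper-Pearson interval 10.2 to 15.3). In tassel the highest position was another, 3227, with 398 counts, or 2.11% (interval 1.91 to 2.32). The highest position held 2.91% of 894 counts in tassel in the enoyl-CoA hydratase homolog Zm00001d028909 and 0.911% of 4502 in the eIF-2 homolog Zm00001d009749. No transcript sequence was used, so whether any of these positions faces a miR529 match was not tested.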

## 3. Discussion

### 3.1. The Distinction between miR529 and miR156

miR529 is an ancient miRNA family that was first reported in rice [34] and whose members were subsequently discovered in many other plant species, such as *S. bicolor*, *P. patens*, and *M. polymorpha* [35,38,52]. Despite more than ten years of research, the biological functions of miR529s remain poorly understood. This is partly attributable to the existence of miR156, a miRNA family with high sequence similarity to miR529. miR156 and miR529 share common targets, i.e., *SPL* genes. Thus, most studies to date have focused on the miR156-*SPL* module, while the miR529-*SPL* regulatory relationship has to some extent been ignored. In the current study, we discovered that miR156 and miR529 exhibit different expression patterns in different tissues and developmental stages, indicating that the miR529-*SPL* module has a unique biological function. It is therefore important to distinguish between these two miRNA families and clarify their evolutionary relationship.

The MS region is an important marker of differentiating miRNAs in plants. Notably, we determined that the MS regions of miR156 and miR529 are not identical: their sequences differ by three nucleotides, GAC, located at positions 2–4. However, this difference cannot be used to distinguish miR529s from miR156s because some pre-miR156s contain miR529-like sequences; thus, we investigated whether such miR156s and miR529s are alternatively processed from a single pre-miRNA. We collected available data for miR156s and miR529s from plant species in which miRNAs were identified by sRNA-seq and found no evidence of miR529-like sequences being produced from pre-miR156s. This finding implies that miR529s are not the result of alternative processing of miR156 precursor sequences. Consistent with this notion, no obvious evolutionary relationship was identified between pre-miR529s and pre-miR156s. Recently, another miRNA-miR535 was found to have sequence similarity to miR156 and miR529, and it has been reported to target *SPL* genes as well [56]. However, the MS regions of miR535s are very different compared to those of miR156s and miR529s, making it easier to distinguish them from miR156s and miR529s [56].

By analyzing the 40 bp-miR529-5p/loop/miR529-3p-40 bp sequences, we found that UGAC/CGAC, the first four nucleotides of miR156, never appear in miR529s, and therefore, this characteristic can be used to rapidly distinguish miR156s from miR529s. The first four nucleotides of Aqc-miR529 in miRbase are UGAC, and the Aqc-*MIR529* sequence has greater similarity to *MIR156* than to *MIR529* genes, suggesting that it was mistakenly annotated as miR529 in miRbase.

### 3.2. Comparative Analysis of the Origins and Continuity of miR156 and miR529 in Land Plants

Our analyses showed that miR529 has frequently been lost in plant species during evolution. We traced the origin of miR529 to early land plants before the emergence of *M. polymorpha*, one of the most ancient land plants. Among green algae, we were not able to determine whether miR529 is present in Zygnematophyta and Coleochaetophyta, which are considered sister groups to land plants, due to the lack of reference genomes for these clades. However, miR529 is absent in other green algae, including *Chlamydomonas reinhardtii*, *Dunaliella salina*, *Volvox carteri*, *Coccomyxa subellipsoidea*, *Micromonas* sp. RCC299, and *Ostreococcus lucimarinus*. We could not determine with certainty whether miR529 appeared in green algae, but we suspect that miR529 was important in the early history of land plants.

### 3.3. miR156 and miR529 Exhibit Different Expression Patterns and Function Cooperatively or Independently by Regulating Common or Specific Targets

The high degree of similarity between miR156 and miR529 raises the issue of whether they participate in common or diversified regulatory pathways. We detected different expression patterns for miR529 compared to miR156 in maize. miR529 levels are high in tassels and relatively low in other tissues, while miR156 is mainly present during the vegetative stage. As *SPL* genes are common targets of miR156 and miR529, they could be regulated by the two miRNAs during different developmental stages or in different tissues. Indeed, some *SPL* genes are targeted by miR156 in shoots and miR529 in tassels.

However, not all *SPL* genes are targeted by both miR156 and miR529: some are miR156-specific or miR529-specific targets. Some *SPL* genes (*SPL3*, *SPL4*, *SPL11*, *SPL12*, *SPL13*) in rice are thought to contain only miR156 target sites [57]. The *SPL13* orthologs Zm00001d006451 and Zm00001d021573 in maize are cleaved only by miR156, as revealed in our PARE analysis. We also detected miR529-specific targets in maize, but these targets are not conserved in rice. PARE analysis revealed that *MYB* genes are targets of miR529 in *M. polymorpha* [51] but are not targeted by miR529 in other plant species. These results suggest that during evolution, in addition to the conserved miR156/miR529-*SPL* module, the two miRNAs might have evolved specific targets and undergone functional diversification to better coordinate plant growth and development.

## 4. Materials and Methods

### 4.1. Prediction of miR156 and miR529 Family Members in Land Plants

Mature sequences of miR156 and miR529 were retrieved from miRBase 22 [33]. To identify miR529 and miR156 family genes from plant species that have not been annotated, mature sequences of known miR529s (Ppt-miR529a-f from *P. patens*, Osa-miR529a-b from rice) and miR156s (Ath-miR156a-h from *A. thaliana*, Ppt-miR156a-c from *P. patens*, Osa-miR156a-l from rice) were used as queries to the search genome sequences by BLAST analysis in the Phytozome v.12.1 (https://phytozome-next.jgi.doe.gov/, accessed on 15 August 2021), FernBase (https://www.fernbase.org/, accessed on 15 August 2021), ConGenIE (https://congenie.org/blast, accessed on 15 August 2021), and NCBI databases (https://blast.ncbi.nlm.nih.gov/Blast.cgi, accessed on 15 August 2021) [43,58,59,60]. The secondary structures of each sequence with hits in the databases, as well as the 250-bp upstream and downstream flanking genomic sequences, were predicted using RNAFold [61]: if the structure formed a hairpin and the hit-sequence was located in the duplex region of the hairpin structure, this sequence was considered to be a miR156 or miR529 candidate. The 250-bp flanking genomic sequences of the candidates were further analyzed by BLAST analysis against miRbase, and hits were classified as miR156 or miR529 family members based on their similarities to pre-miR529 or pre-miR156 sequences.

### 4.2. Prediction of miRNA Targets

The psRNATarget server [8] (https://www.zhaolab.org/psRNATarget/, accessed on 15 August 2021) was used to predict putative targets of miRNAs as follows (last accessed on 15 August 2021). (a) Target prediction: the miRNA was submitted to the “submit small RNAs” section and “cDNA library” was selected with default parameters; (b) cleavage site prediction: both the miRNA and target mRNA were submitted to the “submit small RNAs and targets” section with default parameters. The mismatch between the miRNA and target was required to be less than 3 nt at the 5’ end and less than 6 nt at the 3’ end of the miRNA [10].

### 4.3. RNA Extraction and Library Preparation

Maize cultivar ‘B73’ were planted in a green chamber at 25 °C with 65% relative humidity under a 14-h/10-h light/dark cycle. The stalks from maize seedlings and tassels from maize at R1 stage were collected as samples. Total RNA was extracted from *Z. mays* tissues using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instructions. A NanoDrop 2000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA) was used to determine the quality of the extracted RNA, and only RNA of high integrity was used for subsequent analysis.

Parallel analyses of RNA end (PARE) libraries (GEO access: GSE175630) were constructed as previously described [62] and sequenced on the Illumina HiSeq 2500 platform to produce 50 bp single-end reads.

### 4.4. sRNA-Seq Data Processing

Adapter-free sequences of sRNA-seq data (Table S5) were downloaded from the National Center for Biotechnology Information Gene Expression Omnibus (NCBI GEO). To quantify miRNA levels, adapter-free reads were counted and assigned to each miRNA (miRbase 22), with a 1 nt shift being allowed on the two ends. Reads per million mapped reads (RPM) values were calculated for each window. Small RNA (sRNA) abundance was compared between different treatments using the R package DESeq2 [63].

### 4.5. PARE Analysis

Raw sequences were filtered to remove low-quality reads, and adapter sequences (TGGAATTCTCGGG) were removed using an in-house perl script. The remaining sequences were analyzed using CleaveLand 4.3 [64] with -n maize gene sequences, -u maize mature miRNA sequences, -e trimmed PARE sequences, and -t 1. Here, maize gene sequences were downloaded from gramene (release 53); maize mature miRNA sequences were downloaded from miRbase 22. The target plot (T-plot) was generated using CleaveLand results. Candidate target genes were selected based on the criteria *E*-value < 0.05 and cleavage category = 0 (T-plot).

### 4.6. Identification of Homologous Genes

The protein sequences of the miR156 and miR529 target genes were downloaded from MaizeGDB 2018 [65] and used as queries for BLAST analysis against the Phytozome v.12.1 database [43] using default parameters to predict homologous proteins in two monocots, *O. sativa* and *Brachypodium* *distachyon*. The results were analyzed and corrected by manual inspection, and only the longest isoforms were retained as representative protein sequences for each identified homologous gene.

### 4.7. Multiple Sequence Alignment and Visualization

Multiple sequence alignments of 40 bp-miR156-5p/loop/miR156-3p-40 bp (the genomic sequences from 40 bp upstream of miR156-5p to 40 bp downstream of miR156-3p) and 40-bp-miR529-5p/loop/miR529-3p-40 bp (the genomic sequences from 40-bp upstream of miR529-5p to 40-bp downstream of miR529-3p) sequences from different plant species were performed using the command-line version of T-Coffee (Centre for Genomic Regulation, Barcelona, Spain) (http://tcoffee.crg.cat/apps/tcoffee/do:regular, accessed on 15 August 2021) [44]. Mafft_msa (Multiple Methods) and slow_pair (Pairwise Methods) were used to align the sequences. The results are shown as circos plots [27,58]. The level of conservation at each position in the consensus region of the multiple sequence alignment was determined based on the output from T-Coffee. We omitted gaps and used the nucleotides within the 40 bp-miRNA-5p/loop/miRNA-3p-40 bp region to draw circos plots. The black lines in the circos plots show the interactions of base pairs in 40 bp-miRNA-5p/loop/miRNA-3p-40 bp.

### 4.8. Construction of Phylogenetic Trees

miR529-5p/loop/miR529-3p and miR156-5p/loop/miR156-3p were aligned using the MAFFT method with Clustal W2 online software (EMBL-EBI, Hinxton, Cambridgeshire, UK)(https://www.ebi.ac.uk/Tools/msa/mafft/, accessed on 15 August 2021) with default settings, the gap opening penalty is 1.53 and the gap extension penalty is 0.123. Phylogenetic reconstruction was performed by the neighbor-joining (NJ) method with the default model, and phylogenetic trees with 1000 bootstrap replicates were drawn by Mega 7.0 [66].

## Figures and Tables

**Figure 1:**
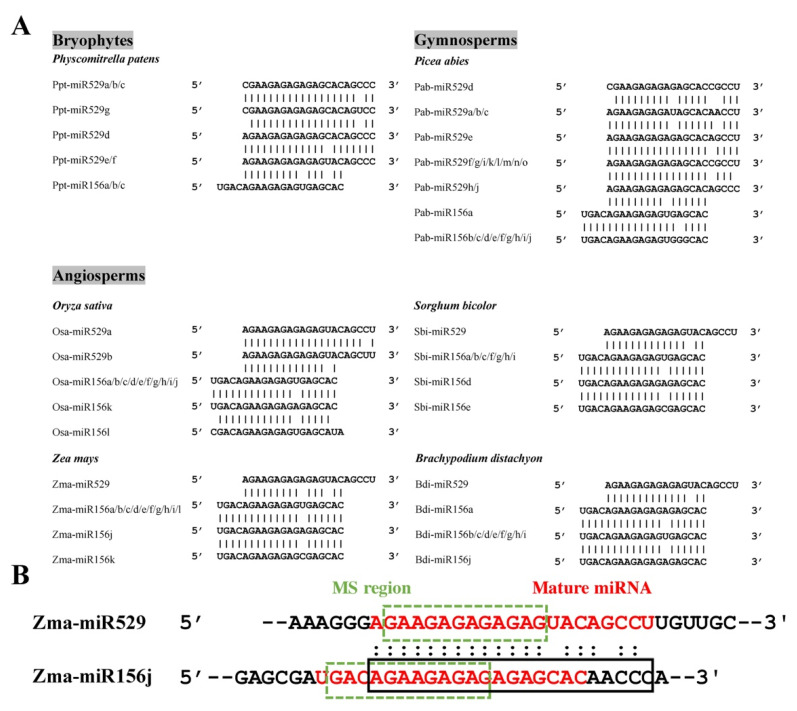
Sequence comparison of miR156 and miR529 in various plant species. (**A**) Multiple sequence alignment of miR529 and miR156 family members in six representative plant species with available sRNA-seq support. (**B**) Sequence comparison of Zma-miR529 and Zma-miR156j. The mature miRNA sequences are indicated in red. The mismatch-sensitive (MS) regions are marked by green dotted rectangles. The miR529-like sequence in the precursor of Zma-miR156j is marked by a black rectangle.

**Figure 2:**
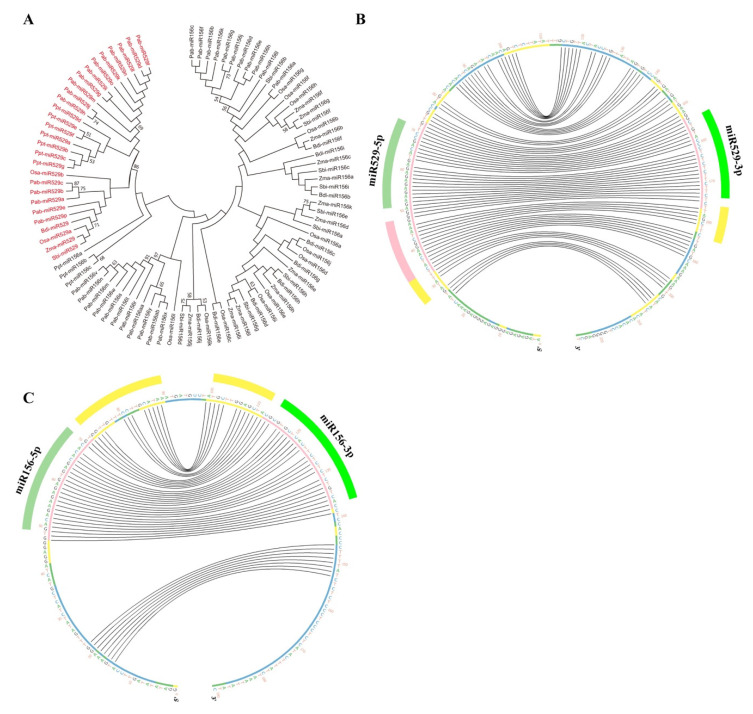
Phylogenetic analysis and sequence alignment of *MIR156* and *MIR529* genes. (**A**) Phylogenetic analysis of miR156-5p/loop/miR156-3p and miR529-5p/loop/miR529-3p in six representative plant species. Multiple sequence alignments of miR156-5p/loop/miR156-3p and miR529-5p/loop/miR529-3p were conducted via MAFFT using Clustal W2, and the phylogenetic tree was constructed by the neighbor-joining method and drawn by Mega 7.0. (**B**,**C**), multiple sequence alignments of miR529 and miR156 family members in representative plant species with available sRNA-seq data. Circos plots of miR529 precursors from six representative species (**B**) and miR156 precursors from four representative angiosperm species (**C**) are shown. The outermost dark-green and light-green bars denote miRNA-5p and miRNA-3p, respectively. The outermost pink and yellow bars denote the conserved regions (yellow: 40–70% conservation, pink: >70% conservation). Different colors inside the nucleotide sequences represent the degree of sequence similarity (blue: <20%; green: <40%; yellow: 40–70%; pink: >70%). Black curved lines connect bases that interact with each other in the secondary structures of the precursors.

**Figure 3:**
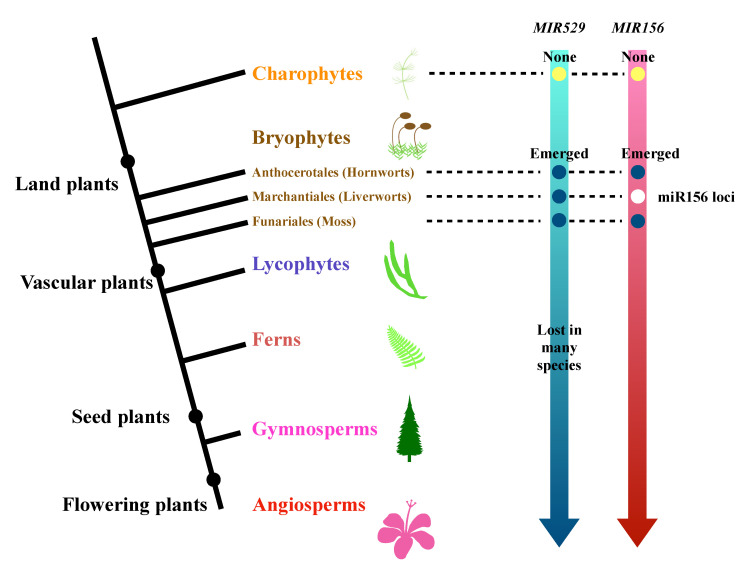
Evolutionary history of miR156 and miR529 in land plants. The evolutionary history of miR156 and miR529 is represented by a simplified phylogenetic tree of the green lineage. Major evolutionary events are labeled on the arrows. “Emerged” marked with a dark blue dot indicates that the *MIR156* or *MIR529* gene was present, encoding the mature miRNA as part of a hairpin precursor, and “miR156 loci” marked with a white dot indicates the presence of the 21-nt miR156 sequence, but not a hairpin precursor, in the genome. In addition, the mature miR156 RNA was not detected in the sRNA-seq datasets.

**Figure 4:**
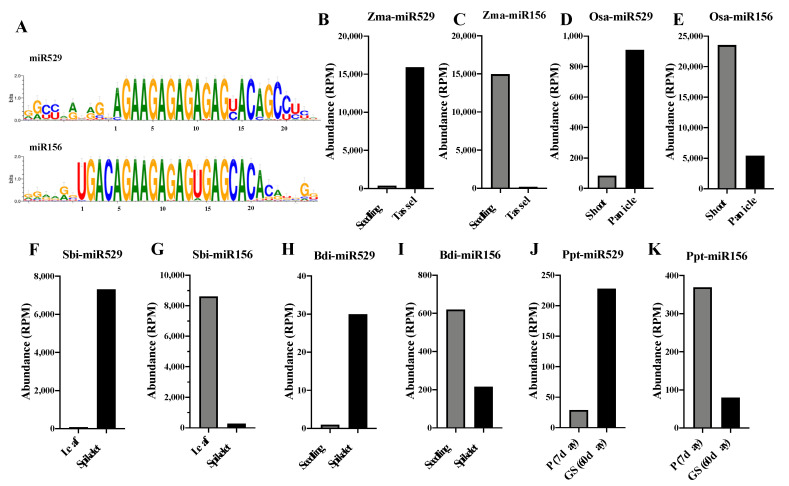
Sequences and expression patterns of miR156 and miR529 family members. (**A**) Sequence logos showing the consensus sequences of miR156 and miR529 family members from land plants. The overall height of each position indicates the conservation at this position (in bits). The height of each nucleotide shows the relative frequency of this nucleotide at this position. (**B**–**K**), expression patterns of miR156 and miR529 in vegetative and reproductive tissues of *Z. mays*, *O. sativa, S. bicolor, P. patens*, and *B. distachyon*, as determined by sRNA-seq. The NCBI GEO IDs of the sRNA-seq datasets are listed in Table S5. P (7 day): protonemata from 7-day-old *P. patens*; GS (60 day): mature gametophores and sporophytes from 60-day-old *P. patens.* RPM represents reads per million.

**Figure 5:**
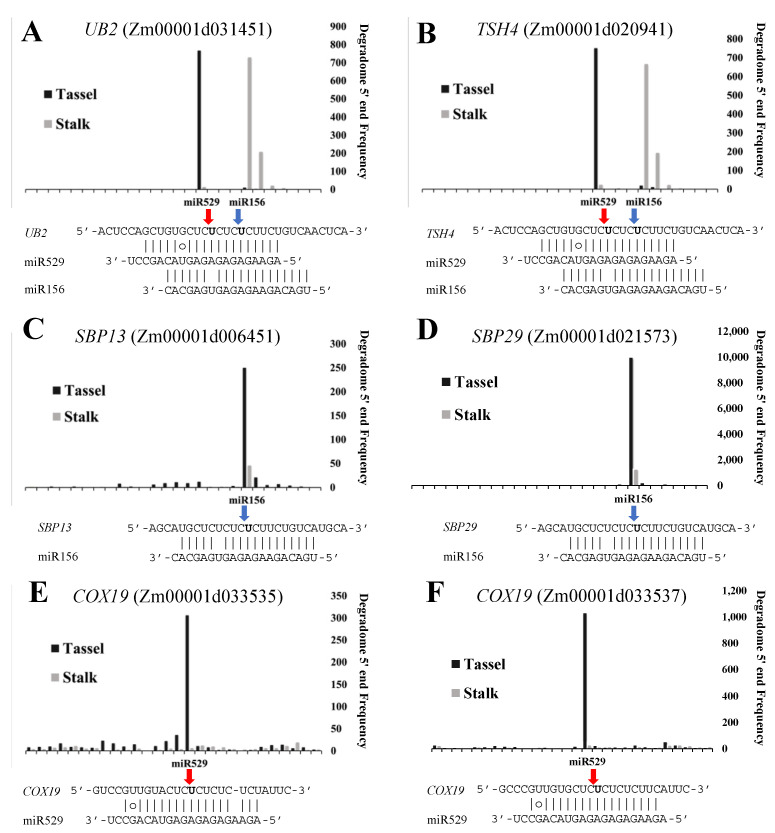
T-plots of miR156 and miR529 target genes in maize. The targets of miR156 and/or miR529 were identified by PARE. Blue and red arrows represent the cleavage sites of miR156 or miR529; histograms represent the abundance of cleavage; *x*-axis represents the nucleotides near the cleavage sites in genomic DNA of the target genes. (**A**,**B**), T-plots for common targets of miR156 and miR529. (**C**,**D**), T-plots for miR156-specific targets. (**E**,**F**), T-plots for miR529-specific targets.

## Supplementary Materials

The following are available online at www.mdpi.com/article/10.3390/ijms222011100/s1. Supplementary Figure S1. Circos representation of precursors of Pab-miR156s and miR529-like miR156s. Supplementary Figure S2. Prediction of miR529 and miR156 in land plants. Supplementary Figure S3. Predicted miR156 family members in Marchantia polymorpha. Supplementary Figure S4. Comparison between Aqc-miR529 and known miR156s and miR529s. Supplementary Figure S5. Target plots of miR156 and miR529 target genes in maize. Supplementary Table S1. Sequences of mature miR156 and miR529 from six representative plants (P. Patens, P. abies, B. distachyon, O. sativa, S. bicolor and Z. mays). Supplementary Table S2. List of miR156 precursors containing miR529-like sequences. Supplementary Table S3. Sequences of miR156 and miR529 precursors in six representative plants (P. Patens, P. abies, B. distachyon, O. sativa, S. bicolor and Z. mays). Supplementary Table S4. Prediction of miR529 and miR156 in land plants. Supplementary Table S5. NCBI accession numbers of sRNA-seq data. Supplementary Table S6. Homologs of miR156- or miR529-specific targets in B. distachyon, O. sativa, Z. mays and M. polymorpha.

# Supplementary material for: Distinct Evolutionary Profiles and Functions of microRNA156 and microRNA529 in Land Plants
**Source:** Int J Mol Sci. 2021 Oct 14;22(20):11100. doi: 10.3390/ijms222011100

Ath-miR156a

*M. polymorpha*_14

*M. polymorpha*_29

*M. polymorpha*_46

UGACAGAAGAGAGUGAGCAC

|||||

UGACAGAAGAGAGAGGCAC

|||||

UGACAGAAGAGUGUGAGCAC

| | | | | | | | | | | ○ | | | | | | ○ |

UGACAGAAGAGCGUGAGCGC

B

scaffold 14: 2145841..2145860

scaffold 29: 515935..515954

scaffold 46: 1223892..1223911

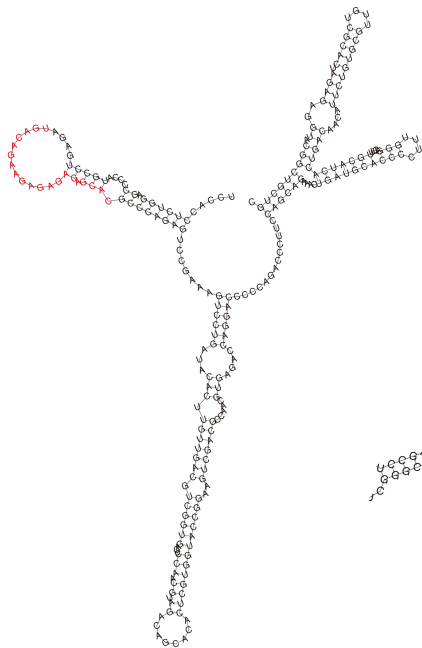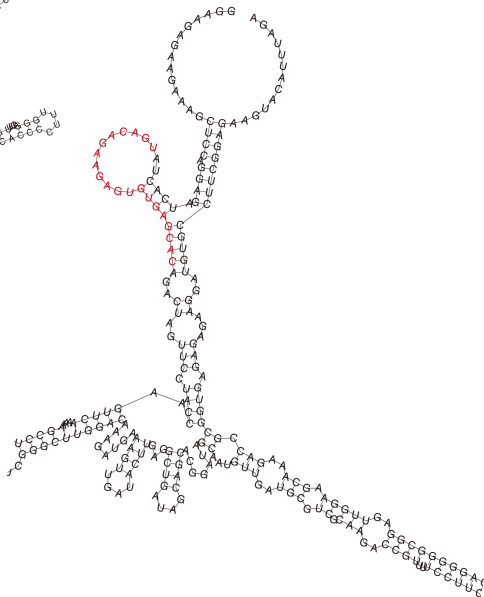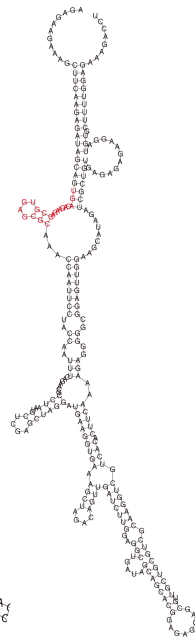

**Supplement:** Supplementary file 1

# Supplementary material for: Distinct Evolutionary Profiles and Functions of microRNA156 and microRNA529 in Land Plants
**Source:** Int J Mol Sci. 2021 Oct 14;22(20):11100. doi: 10.3390/ijms222011100

A

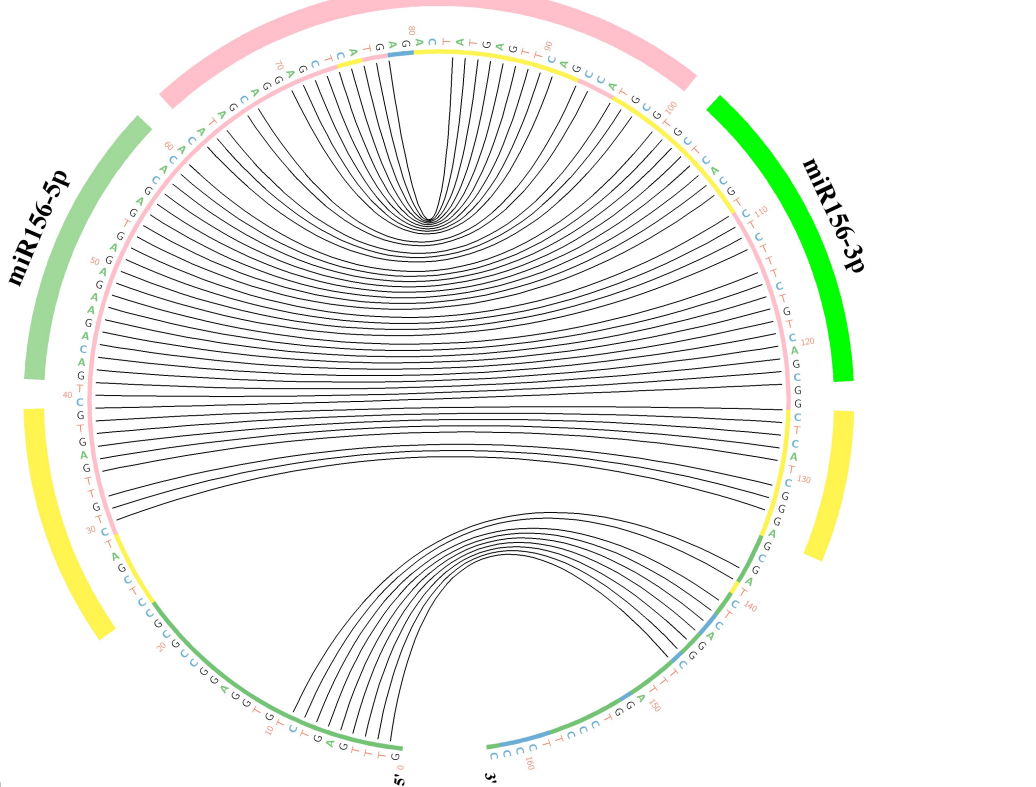

B

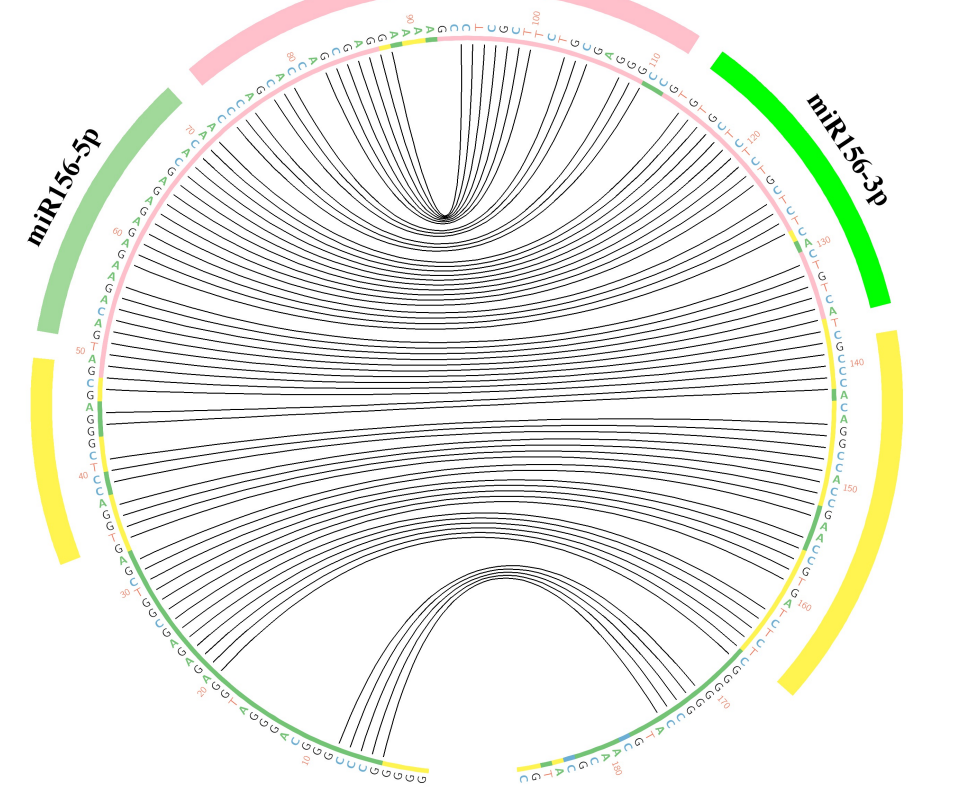

C

miR529 in six representative plant

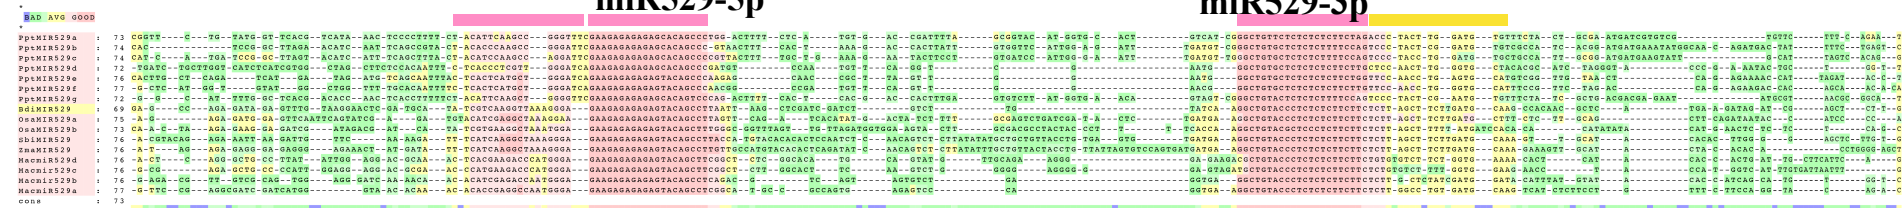

miR156 in six representative plant

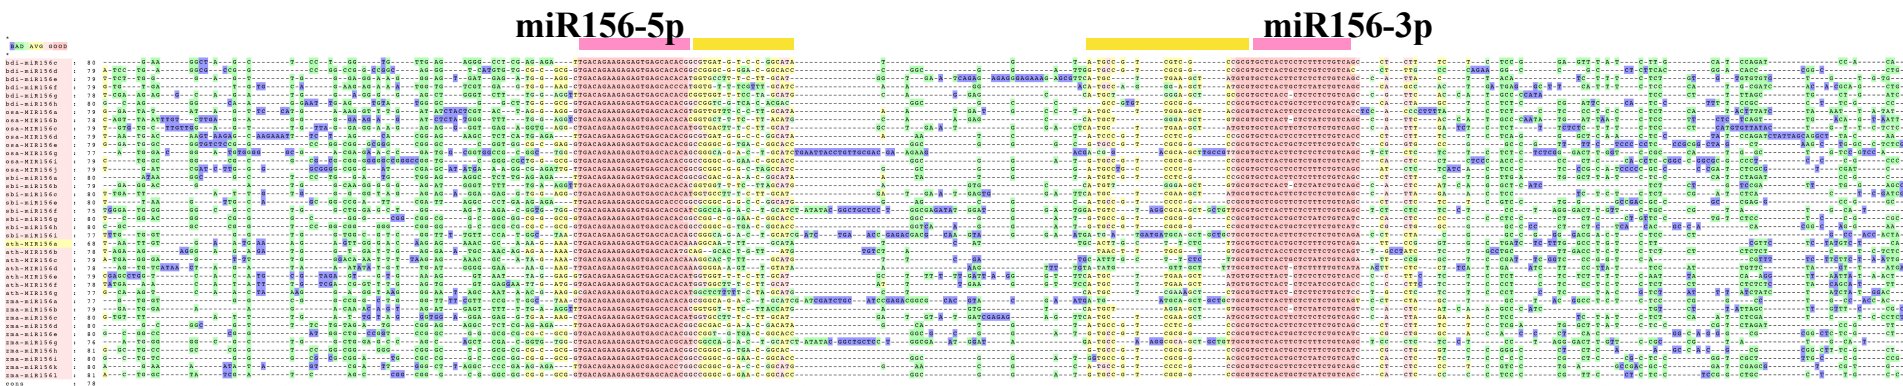

miR156 in *P. abies*

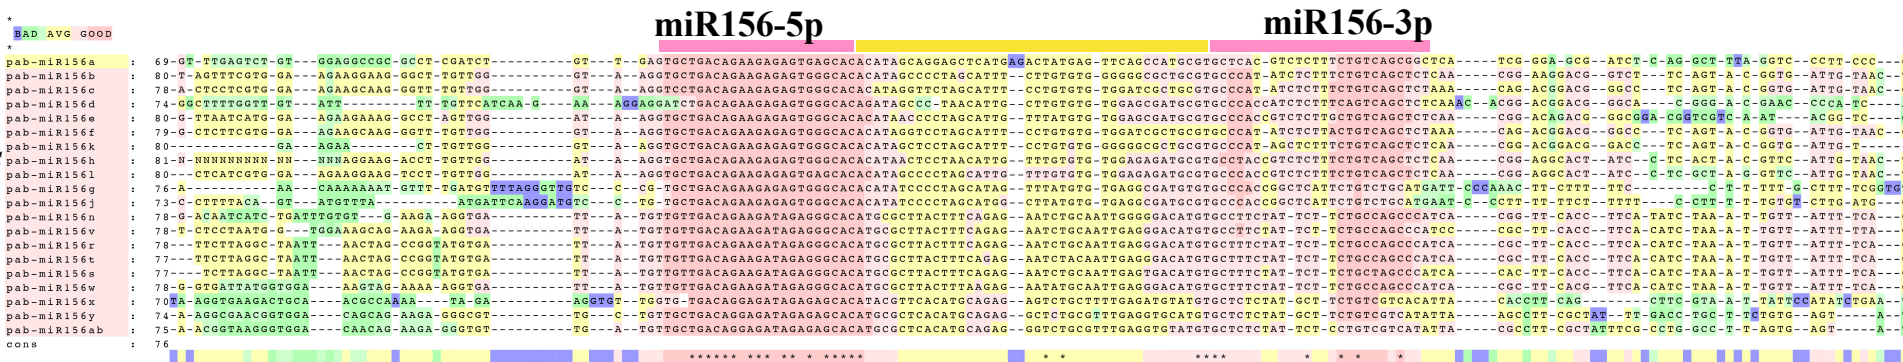

miR156 that contain miR529-like sequence

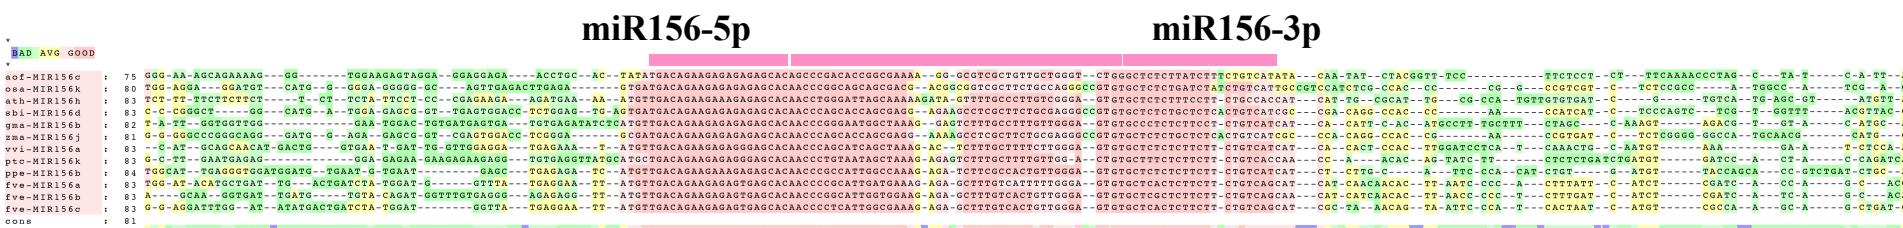

**Supplement:** Supplementary file 1

# Supplementary material for: Distinct Evolutionary Profiles and Functions of microRNA156 and microRNA529 in Land Plants
**Source:** Int J Mol Sci. 2021 Oct 14;22(20):11100. doi: 10.3390/ijms222011100

A

Zma-miR156j 5' --GAUGAC**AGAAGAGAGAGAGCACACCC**AGC-----3'

Aqc-miR529 5' --GUUGAC**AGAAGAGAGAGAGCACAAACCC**AUC-----3'

Zma-miR529 5' -----G**AGAAGAGAGAGAGUACAGCC**CUUGU-----3'

B

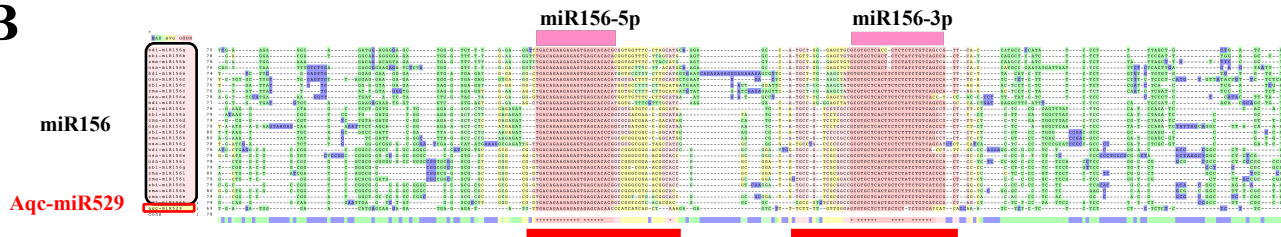

C

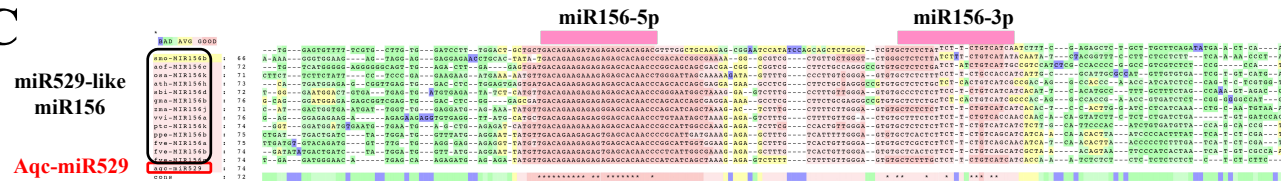

D

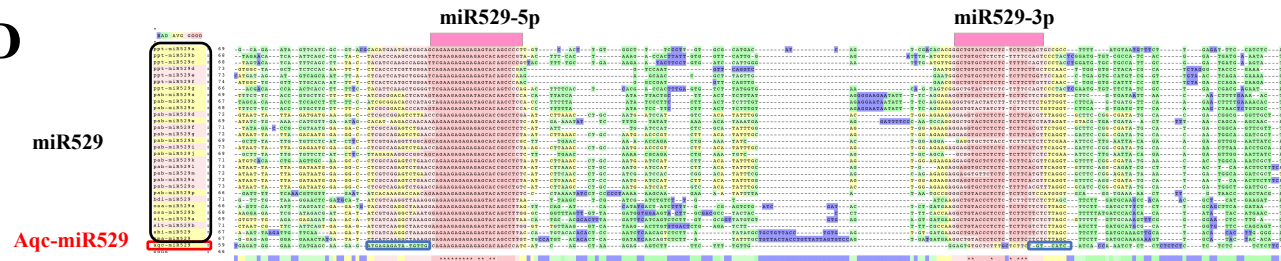

E

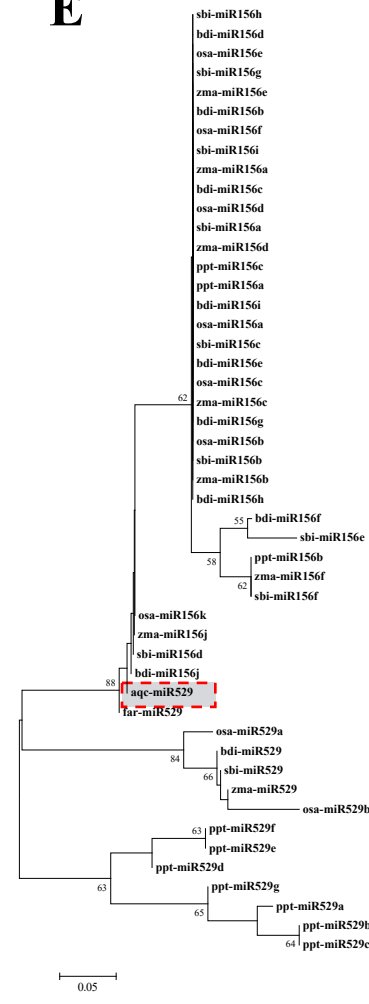

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

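Degradome (PARE) libraries of the stalk and the tassel of B73 maize were analysed, 1 library of each. The authors removed adapters and low-quality reads and ran CleaveLand against maize gene sequences. The deposited values are counts, the number of reads whose 5′ end lies at a position of a gene sequence, with no normalization, and positions without a read are not listed. The deposited CleaveLand category of a position is a class from 0 to 4 and not a measurement. Category 0 stood at the highest count of its gene at all 27713 and 27198 such positions in stalk and tassel, and category 4 was given to every position with 1 read and to no other. The file headers name AGPv4 gene sequences of release 35 and a mean read size of 20 nt. The aligner and the assignment of reads that match several genes are not given in the sources used here.

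The library totals of 33890085 (stalk) and 22007803 (tassel) counts were used as the depth. The 100 genes with the most counts hold 12.6% of the stalk and 18.7% of the tassel counts. Of the genes, 39174 have counts in both libraries. With 1 library per tissue, no model across genes was fitted and no count of changed genes is given. The counts at the miR529 and miR156 sites were compared between libraries with two-sided Fisher's exact tests, with exact Clopper-Pearson intervals for shares and exact conditional binomial intervals for ratios of RPM, computed from the deposited counts and the library totals, all at 95%. A count of 0 was taken to allow up to 3 counts. PCR reads without molecular identifiers are not independent molecules, so intervals and limits cover counting error only. Python 3.11.15, numpy 2.4.6 and scipy 1.17.1 were used.

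Before the data were examined, the tests and alternatives for the sites of Figure 5, the shares and the SPL genes and the rule for named genes were fixed. The ratios of the miRNA families with their scalings, the profile upstream of the sites, the highest positions of the liverwort target homologs, the scan for shifted maxima and the tests of explanations were added after the data were examined. The rule names every maize gene that the paper or Table S6 names, SPL genes with at least 10 counts at a site, genes from scans for sites, genes with extreme ratios, and the most covered genes. No transcript sequences or gene descriptions with the identifiers of the files were used, so the scans for complementary sites, the targets of other conserved miRNAs and the gene groups by description were left out, and the list of SPL genes comes down to the 4 of Figure 5. The table of gene names used here does not pair the identifiers of the files with names, so the genes with extreme ratios or most counts are not listed. The 4 genes outside the paper that the text names were chosen after their values were seen. The miRNA genes that appear in the files under their own names were summed over 23 conserved families listed before the data were examined.

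The sites were placed by the fallback set for this case: the position with the most counts over both libraries is one site and the other lies 4 nt away. For the COX19 genes this gave positions other than those drawn in Figure 5, and positions matched to the stalk bars of that figure were added after the data were examined. The alternatives were a window of 3 positions, subtraction of the median count of those other positions within 15 nt that hold a read (positions without a read were left out), a denominator of 50 nt on each side, other scalings (raw counts, the upper quartile of gene totals, the total without the top 100 genes), other categories, and minimum counts of 3 and 30 in place of 10. The scan for shifted maxima was run on 2000 simulated genes, of which 200 had a planted shift of 4 nt. It found 200 of these 200. That run checks only that the scan reads off planted shifts. It cannot show whether the scan separates such shifts from chance neighbours in the real libraries.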

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

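Apart from UB2 and TSH4, the genes in this part are ones whose degradome counts the paper's text does not discuss. Figure S5, which holds further T-plots, was not used here. Each holds a count above 3, which many genes do, so they were picked for the patterns described below. All tests in this part were chosen after the values were seen. The files do not pair the gene identifiers here with names. At the gene zma-MIR529, 655 of the 668 tassel counts lay at position 2 of 126, against 8 counts in stalk, all at position 2.

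In Zm00001d049822 and Zm00001d049824 the highest position moves 4 nt upstream from stalk to tassel, the spacing of the miR156 and miR529 sites. Zm00001d049822 had 8 counts at position 3989 and 2 at 3985 in stalk, and 7 and 106 in tassel. Zm00001d049824 had 16 counts at position 4237 and 1 at 4233 in stalk, and 9 and 132 in tassel. The genes were picked for this shift, so p-values for it in them carry no weight and are not given here. Chance neighbours among many genes could give such pairs. Among 3237 genes with at least 50 counts at the tassel maximum, 11 had that maximum 4 nt before the stalk maximum, against 7 at 4 nt after it and 2 to 12 at offsets of 5 to 20 nt. That is within the range of the other offsets but above their mean of 4.84 (exact one-sided Poisson test, p = 0.0111). The 11 include the 2 genes described here, which prompted the test. Numbers also rose toward the stalk maximum, with 17, 11 and 8 genes at 2, 3 and 5 nt before it, so the mean of far offsets is too low a baseline. The test therefore cannot decide, and chance neighbours are neither shown nor excluded. Whether these positions face miR156 and miR529 matches stays open, as no sequence was used, and the tissues, with 1 library each, were not tested.

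In the stalk library, Zm00001d006028 had 708 counts at position 3169 and Zm00001d052890 had 680 at position 3526, close to the 729 of UB2 and 666 of TSH4 at the miR156 site. The counts at the site were equal within counting noise over the 4 genes (chi-square p = 0.330), as they may be where reads that match several copies are divided evenly, but at the next position they were not (p = 0.0102), and the 2 further genes were chosen for their similar counts, so this explanation stays open. Similar levels of all 4 genes were not seen, since their counts beyond 15 nt of the site differed by up to 9.43 times, from 556 to 5245. Both extremes belong to the 2 further genes, chosen by their site counts, so this does not settle how the counts arose. In Zm00001d052890 the position was category 2 in stalk and not the maximum of the gene. For UB2 and TSH4 alone those counts were nearly equal, with a ratio of 1.01, so like levels of these genes remain possible. Some copies of miRNA genes, compared at their highest positions rather than at a target site, had even counts too. In 3 of 4 conserved families with 2 copies at 100 counts or more in stalk, the compared copies did not differ detectably (chi-square p of 0.201 or more). The remaining family, miR159, was judged on MIR159a (14967 counts) against MIR159f (2030). Its copies MIR159b, MIR159g, MIR159h, MIR159j and MIR159k had highest stalk counts of 1921, 1968, 2009, 1952 and 2010, close to that of MIR159f.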

How the results depend on the processing

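No paired analysis was possible because each tissue has 1 library. For UB2 and TSH4 the higher miR529 share in tassel kept its direction and stayed past the threshold in the window of 3 positions and with the background subtracted, and SBP13 and SBP29 passed it under neither. In Zm00001d033537, at the position set by the rule, the miR529 share in tassel minus that in stalk changed from -1.37 to 9.52 percentage points in the window and to 4.20 with the background subtracted, neither past the threshold. At the position matched to Figure 5, chosen after seeing the data, it was 14.1 points, or 25.1 in the window, both past it. The cause was not tested. Of the ratios at the sites set by the rule, only that of SBP29 left its interval, at 0.119 for raw counts and 0.224 for the upper quartile. Raw counts, which leave in the difference in depth, changed the calls at the miR529 sites of UB2 (interval 0.0422 to 0.840) and TSH4 (0.159 to 0.878). They also changed that at the miR156 site of SBP13 (0.214 to 0.688). These intervals then lie below 1. At the matched site of Zm00001d033535 the ratio of 2.57 became 0.840 in the window, and with the upper quartile its interval (1.03 to 10.5) lies above 1. The miR156 share of the 5′ ends moved in the window to 31.7% (UB2) and 29.8% (TSH4) in stalk and 53.1% (SBP13) in tassel, where UB2 (30.6%) and TSH4 (10.1%) rose too but stayed within their intervals. Within 50 nt it rose by construction, in stalk to 72.2% (UB2), 69.7% (TSH4), 85.2% (SBP13) and 84.3% (SBP29) and in tassel to 35.3%, 25.0%, 69.2% and 80.6%. In both libraries and all 3 settings, both miR156-specific targets lay above both common targets, but the intervals of the classes were apart only in stalk, for the single position and the window. Within 50 nt in stalk and in every tassel setting they overlapped. The window over the ends within 50 nt was not among the settings. In stalk it held 938 of 1010 in UB2 and 860 of 955 in TSH4, but 47 of 54 in SBP13 and 1241 of 1443 in SBP29, which turns the order. The genes with a miR156 site in tassel went from 3 to 4 with categories 0 to 2 and to 2 with at least 10 counts. Those with a miR529 site went from 0 in stalk and 1 in tassel to 2 in each with categories 0 to 2, and to 0 in tassel with at least 10 counts. The 0 in stalk was fixed by the category 0 calls at the miR156 sites there. The SPL genes with a higher miR529 share in tassel went from 1 (TSH4, at least 10 counts in each library) to 2 with at least 3 counts or in the window, where UB2 joins, and to 0 with at least 30. Of the miRNA families with an interval that excludes 1, miR408 alone turned, to 0.777 with raw counts, which lower every ratio by the 1.54-fold difference in depth. With raw counts, 5 of 22 families with counts in both libraries were higher in tassel and 12 in stalk, in place of 8 and 8, and with the upper quartile 10 and 8. The sum over transcripts changes nothing, since the files hold 1 sequence per gene. Not run, for want of sequences or descriptions, were the scans at other complementarity scores, the conserved miRNA targets, the gene groups and the window at sites of the liverwort target homologs. Few counts limit the tassel values, with 36 in UB2 and 69 in TSH4 against 2961 and 2887 in stalk, a larger gap than the 1.54-fold difference in library depth.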

Differences from the paper's values

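The stalk counts at the miR156 sites of the 4 SPL genes lie within 1.5 times of the bars of Figure 5, but the tassel counts do not. The paper's tassel bar at the miR529 site of UB2 is about 760 in Fig. 5A, read by eye, against 3 counts in the tassel library. At the miR529 site of TSH4 it is about 750 in Fig. 5B, read by eye, against 9. At the miR156 site of SBP13 it is about 250 in Fig. 5C, read by eye, against 18, and at that of SBP29 about 9900 in Fig. 5D, read by eye, against 145. At the miR529 site of Zm00001d033535 it is about 300 in Fig. 5E, read by eye, against 22 at the position set by the rule and 10 at the matched position. At that of Zm00001d033537 it is about 1000 in Fig. 5F, read by eye, against 10 and 108. For these 6 values, none of the alternatives set before the data were examined (the window of 3 positions and the subtracted background) comes within 1.5 times of the paper's value, and nor does the matched position, chosen after seeing the values.

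The paper names Gramene release 53 for the maize gene sequences, and the file headers name AGPv4 release 35, numbers that may belong to different series. No alternative bears on this.

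The paper states that UB2 and TSH4 are often cleaved by miR529 in tassels. In the tassel library, the miR529 site had 3 counts in UB2, with 6 at the miR156 site, and 9 in TSH4, with 4 at the miR156 site. In both genes the miR529 share was higher than in stalk. The paper selects targets by category 0 and an E-value, which was not computed here. The miR529 site was category 0 in TSH4 in tassel, but category 2 there in UB2 and at the matched positions of Zm00001d033535 and Zm00001d033537, and the position set by the rule in Zm00001d033537 was category 0 in stalk only.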

Other observations

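The miRNA genes present in the files carry degradome reads of their own, which the paper's text does not discuss. Of 23 conserved families, 8 had a higher RPM in tassel and 9 in stalk with a counting interval that excludes 1 (for miR162, listed at 0 in tassel, against a floor of 3 counts), and 6 had neither. These ratios and their scalings were not planned, and they are comparisons of 1 library with 1 library, in which reads can come from precursors or from processed fragments. The miR529 gene had 30.4 RPM in tassel and 0.236 in stalk, a ratio of 128.6 (exact conditional interval 64.9 to 299.1). The 11 miR156 genes together had 12.1 in tassel and 7.20 in stalk, a ratio of 1.68 (interval 1.41 to 2.01). Their members went both ways. By their own intervals 3 genes (MIR156a, MIR156b and MIR156d) were higher in tassel and 1 (MIR156k, with 57 counts in stalk and 2 in tassel) in stalk, and without those 3, picked by their values, the ratio was 0.757 (interval 0.577 to 0.986). The paper's expression pattern of miR156, mainly in vegetative tissue, comes from small RNA libraries that are not analysed here. Also higher in tassel, the 6 miR399 genes, with 52 counts in tassel and 3 in stalk, had a ratio of 26.7 (interval 8.64 to 133.6), the miR398 genes 4.67 (interval 3.04 to 7.38) and the miR397 genes 3.27 (interval 1.34 to 8.76). Of the miR399 genes only MIR399e, with 37 of the tassel counts, was higher by its own interval, and without it the ratio was 11.5 (interval 2.69 to 104.1). The miR167 genes, whose targets are auxin response factors, had a ratio of 3.35 (interval 2.58 to 4.36). The miR159 genes had 43499 counts in stalk and 3796 in tassel, a ratio of 0.134 (interval 0.130 to 0.139), with 7 genes lower and 1 (MIR159d) higher in tassel. Copies with near-equal counts among these 7 may share reads, which was not tested. The miR390, miR166, miR160 and miR172 genes were lower in tassel as well, with ratios of 0.0559, 0.107, 0.167 and 0.0481. Without MIR397a the interval of miR397 includes 1 (0.961 to 6.96), and without MIR172c so does that of miR172 (0.0328 to 1.45). All these ratios stay on their side of 1 under raw counts, the upper quartile and the total without the top 100 genes, but with raw counts the intervals of miR156 (1.09, interval 0.913 to 1.30) and miR397 (2.13, interval 0.869 to 5.69) include 1. For miR408, with 12989 counts in stalk and 10086 in tassel, the ratio of 1.20 turns below 1 with raw counts. Of the 6 families with neither call, miR169, miR395 and miR396 fall below 1 with raw counts, and miR528 (0.983, interval 0.929 to 1.04) lies above 1 with the upper quartile and without the top 100 genes.

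The tassel counts at the sites of Figure 5 are low in the deposited library, and 3 technical explanations were tested, all after the values were seen. The site could lie at another position of the gene in the deposited file, but 0 of the 6 genes has a tassel count at any position within 1.5 times of its bar. For UB2 and TSH4 alone, reads of the miR529 site could have been counted in other genes. The tassel counts at the miR529 site summed over UB2, TSH4 and the 2 further genes with near-equal stalk counts come to 23. No other genes were summed, so this argues only against those 2 genes, and reads counted elsewhere are not excluded. Reads shared by SBP13, SBP29 and the COX19 genes were not tested. An exchange of the labels of the libraries is argued against by zma-MIR529, with 128.6 times the RPM in the library labelled tassel, the tissue in which the paper finds miR529 highest by small RNA sequencing. The miR156 genes together go the other way, with a ratio of 1.68, while the paper finds miR156 mainly in vegetative tissue. The library labelled stalk holds 729, 666, 46 and 1217 counts at the miR156 sites of UB2, TSH4, SBP13 and SBP29. The stalk bars there are about 730, 670, 46 and 1200, read by eye, which also argues against an exchange. Whether the plotted tassel values come from another library stays open, and no biological explanation was tested.

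Over all 15649 genes with a category 0 position of at least 5 counts in both libraries, the tassel maximum lay 4 nt before the stalk maximum in 48 and 4 nt after it in 47, against a median of 29 and a highest number of 58 at offsets of 5 to 20 nt. In 3657 genes both maxima were at the same position. Of those 32 offsets, 1 had a higher number than 48. Numbers rose toward the stalk maximum, with 52 and 46 at 3 and 5 nt before it and 71 and 25 at 3 and 5 nt after it. The numbers before and after the stalk maximum were nearly equal, so the scan over all genes does not single out the upstream side.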
